A study of Mus musculus with 17 samples.

How the data were processed

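The data are bulk RNA-seq counts from mouse ovarian follicles of the CD1 strain. Per the labels, antral follicles from mice 16 days old had grown for 8 days in eIVFG, a system for encapsulated in vitro follicle growth, and the treated samples were then exposed for 4 h to hCG (human chorionic gonadotropin, the hormone that starts ovulation in culture) and 10 µM Tyrphostin AG1478, an inhibitor of the EGFR kinase. RNA was purified on RNA-SPRI beads and libraries were made by Smart-Seq2, a full-length cDNA method without molecular identifiers, per the labels' protocols. There were 17 libraries: 11 Control libraries and 6 Tyrphostin libraries. The labels name 2 batches, with 6 Control and 3 Tyrphostin libraries in batch 1 and 5 Control and 3 Tyrphostin libraries in batch 2. The library names of the Control samples also carry a first number that divides them into 5 sets. The treatment text in the labels is the same for every sample, so whether Control follicles received hCG and the DMSO vehicle is not stated.

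The authors deposited whole-number counts per gene symbol in 1 table of 25198 rows, of which 3576 held no count. The aligner, counting program, genome build, annotation, strandedness and gene filter are not stated per the labels' protocols. The table held 0 names of the Gm type and 7 of the Rik type. Reads shared by paralogs or overlapping genes may have been split or dropped in ways that these counts cannot show. All columns were matched to samples by the column names that the labels give. Chromosome positions are not printed, because the build is not stated. Transcript GC content and length came from GENCODE M21, in which 9568 of the 9603 genes tested (99.6%) had a value.

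Library totals ran from 1820545 (Control 6) to 8291024 counts (Control 8). A floor of 3 counts corresponds to 0.362 CPM (counts scaled to the same library total) in Control 8 and 1.65 CPM in Control 6. Intervals for shares of counts in a single library are 95% Wilson intervals. Intervals and floors cover counting error only, since PCR copies are not independent molecules. Replicates were compared with a chi-square test of their counts over genes. All 31 pairs of libraries from the same group and batch differed by more than sampling noise (chi-square per degree of freedom from 13.6 to 97.2), so no pair was treated as copies of 1 library. Since PCR copies inflate this measure, it does not show that the libraries are independent. Whether Control libraries of 1 set share animals or cultures is not stated, and n = 11 counts libraries.

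Differential expression was tested with edgeR 4.0.16 in R 4.3.3: filterByExpr on the treatment group, TMM scaling, estimateDisp, glmQLFit with robust estimation and the quasi-likelihood F test, with Benjamini-Hochberg adjustment over the genes tested and a threshold of 0.05 on the adjusted p. The standard error of a log2 fold change was taken as its size divided by the square root of F. The treatment effect was fitted over all 17 libraries with batch as a term. The effect was also fitted within each batch, as an interaction between treatment and batch, and as the difference between batches among the 11 Control libraries. In that last fit filterByExpr sees a single group of 11, which keeps fewer genes. Principal components were computed from log2 CPM (prior count 2) of the 500 most variable genes. CPM values printed use TMM-scaled library sizes.

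A total of 7 gene lists with 99 members were fixed before the data were examined: ovulatory response, ERK feedback and immediate targets, preovulatory granulosa, sterol synthesis, aryl hydrocarbon receptor targets, oocyte, and theca and stroma. They were tested with fry, a rotation set test, with adjustment over the 7 lists. H1f8 was read under its older symbol H1foo. The genes named singly followed a rule fixed at the same time: adjusted p under 0.05, the same direction in both batches and an average log2 CPM of at least 3, then the 5 highest and 5 lowest log2 fold changes, leaving out names that are only clone or model identifiers. Members of the lists, the EGFR family, and up to 3 genes of lowest p for the interaction and for the batch difference were also allowed. Shares of counts in gene groups were compared by an exact two-sided permutation test over all 4704 arrangements of labels within batches.

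Alternatives fixed before the data were examined were RLE, upper-quartile and total-count scaling; DESeq2 1.42.0, limma-voom (limma 3.58.1) and voom with sample weights; 3 other filters; omission of mitochondrially encoded genes or of the 20 most abundant genes; other covariates, including 1 surrogate variable from sva 3.50.0; other treatments of the control sets; other thresholds; and omission of each library in turn. Offsets for GC content and transcript length were added after seeing the data. A pair of alternatives written for normalized values was not run, since the table holds counts.

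The code was tested on simulated counts drawn from the real means, dispersions and library sizes. With 200 genes changed by a log2 fold change of 2, the fit over all libraries recovered 98.4% of those among the 9385 genes tested, and 4.04% of its calls were false. Within batch 1 the share recovered was 86.2% of those among 9182 genes, within batch 2 it was 83.2% among 9421, and for the interaction it was 54.9% among 9437. With no gene changed, 0 of 9475 genes were called. The set test called 1 list, the one that had been shifted, over 9399 genes. A simulated GC trend over 9603 genes gave 3560 calls without the offsets and 0 with them.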

Results

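Gene expression was measured by RNA-seq in antral mouse follicles cultured in the eIVFG system, in 11 Control and 6 Tyrphostin libraries from 2 batches. Whether Control libraries of 1 set share animals or cultures is not stated, so the 11 may not be independent. Total counts averaged 4224214 ± 1616044 (SD, n = 11) in Control and 5526787 ± 1579796 (SD, n = 6) in Tyrphostin libraries. This difference did not exceed the spread between libraries (exact two-sided permutation test within batches, p = 0.163, adjusted p = 0.356 over the 6 library measures compared). The number of genes detected ranged from 12538 in Control 9 to 16383 in Control 8.

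The structure of the 17 libraries was examined first, to see how batch and treatment contributed to it. The first principal component held 36.4% of the variance of the 500 most variable genes. Batch accounted for 68.6% of its scores and treatment for 22.5%. The second component held 23.1% of the variance, and treatment accounted for 55.6% of its scores against 4.12% for batch. The share of the first component moved most when Tyrphostin 5 was left out, to 31.5%.

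**Figure D1:**
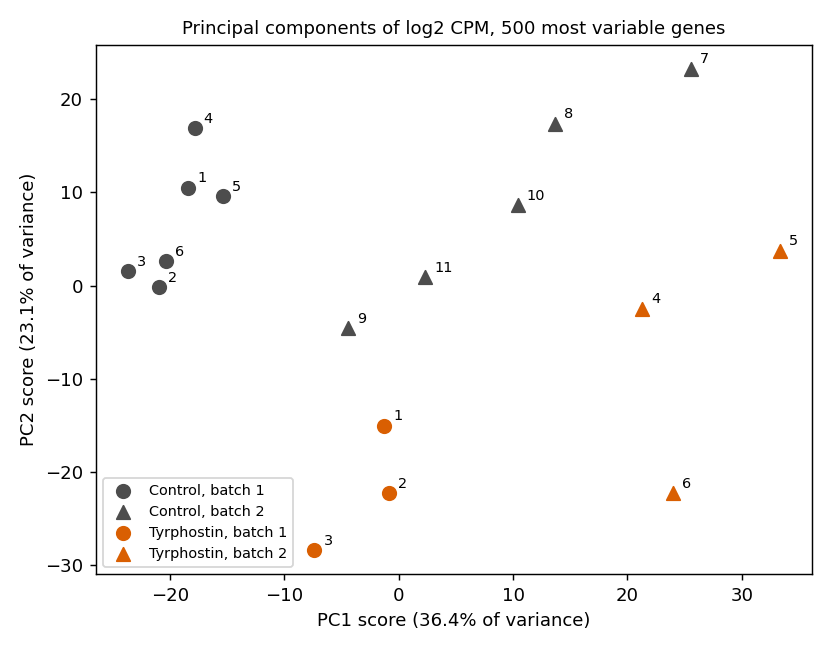
Scores of the 17 libraries on the first (x axis, 36.4% of variance) and second (y axis, 23.1% of variance) principal components of log2 CPM, with colour for group, marker shape for batch and the replicate number beside each point. Within each treatment group the batches separate along the first component, and the 3 Tyrphostin libraries of batch 1 lie below all Control libraries on the second, while in batch 2 the groups overlap on it.

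The main comparison asked which transcripts differed between follicles exposed to the EGFR kinase inhibitor and Control follicles. With batch as a term, 1018 of 9603 genes had an adjusted p under 0.05 in edgeR's quasi-likelihood test: 418 were higher and 600 lower in Tyrphostin libraries. With Control libraries summed by set there were 708 (265 higher, 443 lower). At an absolute log2 fold change of at least 1 the count was 450, of which 146 were higher and 304 lower. The alternative that moved the count most, aside from the thresholds and the fits with a replicate block, was omission of the batch term, with 619 genes. The balance of directions depended on scaling. With total counts in place of TMM factors, 64.4% of calls were higher (715 higher, 396 lower), against 41.1% in the analysis with TMM, and the median log2 fold change of all genes moved from 0 to 0.15. Changes below are relative to the TMM scale.

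Among the genes selected by the rule, the largest increases were in Inhbb, Rasd1, St3gal5, Hsd17b1 and Prkar2b. Inhbb rose from 5.15 CPM ± 4.21 (SD, n = 11) to 85.8 CPM ± 56 (SD, n = 6), a log2 fold change of 4.06 ± 0.46 (SE; edgeR adjusted p = 2.07e-05). St3gal5 was tightest, with 29.5 CPM ± 4.66 (SD, n = 11) in Control and 190 CPM ± 64.9 (SD, n = 6) in Tyrphostin libraries, a log2 fold change of 2.68 ± 0.18 (SE; edgeR adjusted p = 8.68e-10). The log2 fold changes of Rasd1, Hsd17b1 and Prkar2b were 3.72 ± 0.4, 2.64 ± 0.35 and 2.53 ± 0.38 (SE). Rasd1 passed the threshold in 19 of 20 alternatives, with an adjusted p of up to 0.129. For Inhbb, St3gal5, Hsd17b1 and Prkar2b, 6 of 6 Tyrphostin libraries exceeded every Control library, and for Rasd1 5 of 6 did.

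The largest decreases under the same rule were in Msc, Spp1, Adcyap1, Nts and Il23a. Msc went from 269 CPM ± 207 (SD, n = 11) to 13.7 CPM ± 12.8 (SD, n = 6), a log2 fold change of -4.25 ± 0.25 (SE; edgeR adjusted p = 1.26e-10), and 6 of 6 Tyrphostin libraries were below every Control library. The values for Adcyap1, Nts and Il23a were -3.57 ± 0.64, -3.54 ± 0.54 and -3.41 ± 0.36 (SE). For Adcyap1 and Il23a 6 of 6 Tyrphostin libraries were also below every Control library, but for Nts only 3 and for Spp1 only 4. Spp1 had a log2 fold change of -3.84 ± 0.82 (SE; edgeR adjusted p = 0.0066), with wide spread: 535 CPM ± 811 (SD, n = 11) in Control and 62.5 CPM ± 119 (SD, n = 6) in Tyrphostin libraries. Its log2 fold change was -4.96 without Tyrphostin 5. Spp1 lost its call without the batch term, where its adjusted p was 0.229; over the 19 alternatives its adjusted p ran from 8.69e-08 to 0.257.

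**Figure D2:**
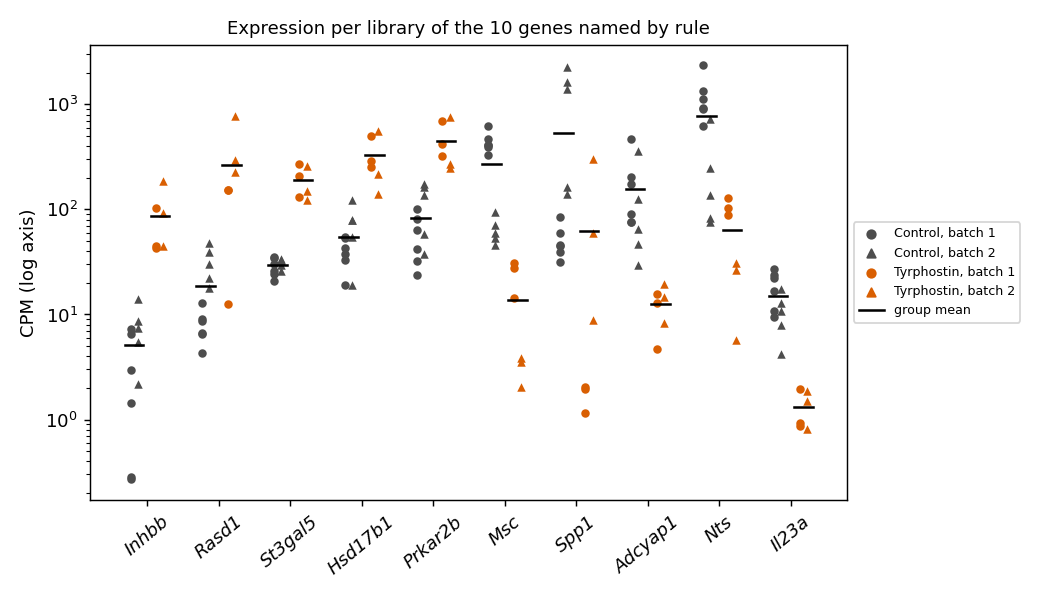
Expression in CPM (log y axis) of the 10 genes chosen by the rule (x axis), with 1 point per library, colour for group, marker shape for batch and a bar at each group mean. St3gal5 lies between 124 and 272 CPM in Tyrphostin libraries and between 20.8 and 34.9 CPM in Control libraries, while Spp1 spans the widest range in Control libraries of batch 2.

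The effect was then computed within each batch, since the batches share no libraries. Batch 1 gave 634 genes of 9423 with an adjusted p under 0.05 (277 higher, 357 lower), and 394 when Tyrphostin 2 was left out. Batch 2 gave 61 of 9830 (19 higher, 42 lower). With total-count scaling the directions were 459 higher and 264 lower in batch 1 and 26 higher and 29 lower in batch 2, as the median of all genes moved from 0.02 to 0.18 and from -0.01 to 0.11. The batch 2 count rested on single libraries, at 221 without Control 7 and 11 without Tyrphostin 6. Across the 9160 genes tested in both, the log2 fold changes of the batches correlated with Pearson r = 0.59 and Spearman rho = 0.51. These are correlations across genes, which are not independent replicates. Of 620 genes called in batch 1 and tested in batch 2, 566 (91.3%) had the same sign there, and of 60 called in batch 2, 59 had the same sign in batch 1. A total of 52 genes were called in both. The interaction between treatment and batch gave 0 genes at an adjusted p under 0.05 and 342 at an unadjusted p under 0.05. A difference between batches was therefore not detected for any gene in this fit; with no filter on low counts the same test gave 79. The lowest interaction p-values were those of Col6a1 (log2 difference 2.14 ± 0.45, SE), Col6a2 (1.86 ± 0.46) and Aloxe3 (3.14 ± 0.8). Col6a1 and Col6a2 passed the threshold only without the filter, with adjusted p of 0.000287 and 0.0224; over the 12 alternatives the highest adjusted p of each was 1.

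**Figure D3:**
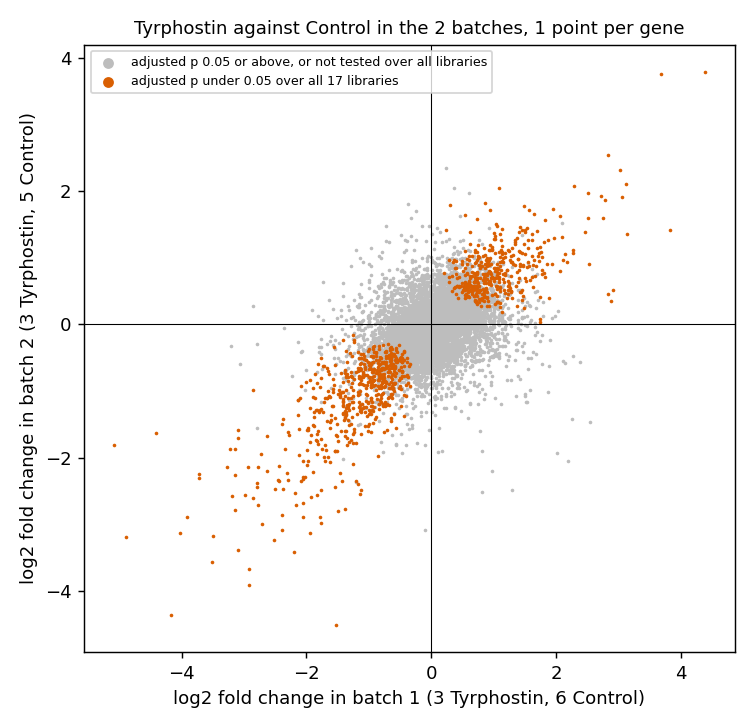
Log2 fold change of Tyrphostin against Control in batch 1 (x axis) and batch 2 (y axis), with 1 point per gene for 9160 genes and orange for genes with an adjusted p under 0.05 over all 17 libraries. Of the 997 orange genes tested in both batches, 997 have the same sign in each, which the averaging of the batches in the joint fit favours.

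Control libraries also differed between batches. Of 6680 genes tested, 937 had an adjusted p under 0.05 (485 higher and 452 lower in batch 2). With total-count scaling 840 were higher and 270 lower, and the median of all genes moved from 0.04 to 0.21. The lowest p-values belonged to Ube2h, Tmem250-ps and Klf13, with log2 differences of 2.56 ± 0.18, 2.56 ± 0.19 and 2.53 ± 0.2 (SE).

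The preset lists addressed known responses of follicles to the ovulatory signal and to EGFR signalling. Of the 20 ovulatory response genes, 18 were tested. Their median log2 fold change was -1.41, with 16 lower and 2 higher (fry, adjusted p = 9.36e-07). By edgeR, 14, Areg among them, were called lower over all genes and 15 adjusted over the list alone. Ptgs2 fell from 7360 CPM ± 4260 (SD, n = 11) to 1310 CPM ± 832 (SD, n = 6), a log2 fold change of -2.4 ± 0.24 (SE; edgeR adjusted p = 5.33e-07). Tnfaip6 and Has2 changed by -2.24 ± 0.24 and -2.31 ± 0.3 (SE), and for Ptgs2, Tnfaip6 and Has2 6 of 6 Tyrphostin libraries were below every Control library. Of the EGFR ligand genes, Btc had a log2 fold change of -1.14 ± 0.23 (SE; edgeR adjusted p = 0.00173), Areg of -1.28 ± 0.4 (SE; edgeR adjusted p = 0.0493) and Ereg of -0.21 ± 0.25 (SE; edgeR adjusted p = 0.672). The Areg call lay at the threshold and was not stable: it was lost in 13 of 17 fits that left out a library, with an adjusted p of up to 0.126 (without Tyrphostin 2). It passed in 12 of 20 alternatives, with adjusted p from 0.000161 to 0.262. Adamts1 and Ptger4 did not differ (log2 fold changes 0.02 ± 0.22 and 0.1 ± 0.2, SE), and the sign of both varied with the processing.

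ERK feedback and immediate target genes had a median log2 fold change of -1.06 over 17 tested, with 16 lower and 1 higher (fry, adjusted p = 1.01e-06). Of these 7 were called over all genes and 13 adjusted over the list alone. Dusp6 went from 568 CPM ± 131 (SD, n = 11) to 137 CPM ± 43.4 (SD, n = 6), a log2 fold change of -2.05 ± 0.22 (SE; edgeR adjusted p = 1.88e-06). Errfi1, Fosl1 and Egr1 changed by -2.59 ± 0.31, -2.38 ± 0.29 and -1.71 ± 0.22 (SE). With total counts in place of TMM factors, 15 members of this list were lower and 2 higher.

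Preovulatory granulosa genes had a median log2 fold change of 1.22 over 10 tested, with 8 higher and 2 lower (fry, adjusted p = 4.48e-07). Of these 7 were called higher over all genes and 8 adjusted over the list alone. Cyp19a1 rose from 159 CPM ± 66.6 (SD, n = 11) to 777 CPM ± 172 (SD, n = 6), a log2 fold change of 2.35 ± 0.22 (SE; edgeR adjusted p = 2.84e-07), and Nr5a2 by 2.18 ± 0.16 (SE). The members that did not rise, Inha and Inhba, had log2 fold changes of -0.05 ± 0.15 and -0.07 ± 0.15 (SE), and turned positive with total-count scaling (0.09 and 0.07). The calls of these 3 lists also held with camera at an estimated correlation between genes (adjusted p = 0.000856, 0.00119 and 0.000856 for ovulatory response, ERK and granulosa lists).

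**Figure D4:**
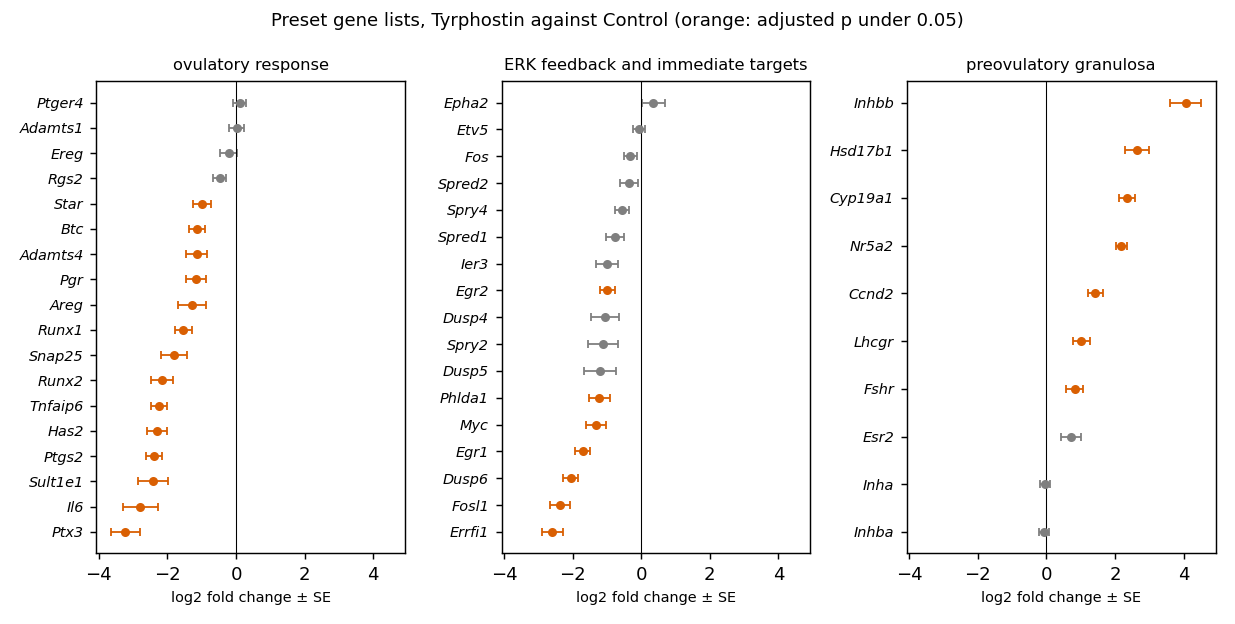
Log2 fold change of Tyrphostin against Control (x axis, TMM scale) for each tested member of 3 preset lists, with bars of 1 SE and orange for an edgeR adjusted p under 0.05. Of the ovulatory response list 14 members are called lower, of the ERK list 7, and of the granulosa list 7 are called higher; with total-count scaling Inha and Inhba lie above 0.

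The other lists did not pass the threshold with fry. Sterol synthesis genes had a median log2 fold change of 0.34 (adjusted p = 0.0699), with 1 of 13 called, Dhcr7 (1.39 ± 0.16, SE; edgeR adjusted p = 5.43e-06). This list passed the threshold in 5 of 17 fits that left out a library, namely Control 7 (adjusted p = 0.0261), Control 8 (0.037), Control 9 (0.0446), Tyrphostin 4 (0.0457) or Tyrphostin 6 (0.0457), and under 8 of 20 alternatives, with adjusted p from 0.00463 to 0.444. These 8 include the fit with a replicate block and no batch term, in which treatment and batch are mixed. Only 3 of 9 aryl hydrocarbon receptor targets were tested, with a median of -0.02 (adjusted p = 0.21), and Cyp1b1 was called (1.58 ± 0.36, SE; edgeR adjusted p = 0.00813). Oocyte genes had a median of 0.38 (adjusted p = 0.6), which was -0.05 without Tyrphostin 6, and theca and stroma genes of -0.03 (adjusted p = 0.849).

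The receptors of the inhibited pathway were reported whatever their change. Egfr had a log2 fold change of -0.61 ± 0.23 (SE; edgeR adjusted p = 0.102), with 31.2 CPM ± 9.33 (SD, n = 11) in Control and 21 CPM ± 9.23 (SD, n = 6) in Tyrphostin libraries. Within batch 1 it was -0.96 (edgeR adjusted p = 0.0156) and within batch 2 -0.26 (0.893), and the interaction had an unadjusted p of 0.124. Its adjusted p was 0.0219 without Tyrphostin 5 and 0.0473 without Control 9; over the 20 alternatives it ran from 0.0258 to 0.245. Erbb2 differed by -0.18 ± 0.21 (SE; edgeR adjusted p = 0.672). Erbb3 and Erbb4 were below the filter, with at most 14 and 4 counts in any library, so no change was detectable at this depth.

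Shares of counts in groups of genes were compared between groups as a measure of composition. Mitochondrially encoded genes held 2.025% ± 0.746 (SD, n = 11) of counts in Control and 1.503% ± 0.688 (SD, n = 6) in Tyrphostin libraries, a within-batch difference of -0.481 percentage points (exact permutation p = 0.103, adjusted p = 0.356). The differences were -0.399 in batch 1 and -0.564 in batch 2. Without Control 7 the difference was -0.649 (exact permutation p = 0.0085, not adjusted). A lower level was not common to all these genes. mt-Co1 averaged 12900 CPM in Control and 5890 CPM in Tyrphostin libraries (edgeR adjusted p = 0.307). The tRNA genes mt-Ts1 and mt-Ty had log2 fold changes of -1.69 and -1.72. Those of mt-Nd1, mt-Nd4, mt-Nd5 and mt-Cytb were 0.34, 0.1, 0.11 and -0.07. The genes named here were chosen after their values were seen. The oocyte list held 0.01317% ± 0.00798 (SD, n = 11) and 0.02182% ± 0.0205 (SD, n = 6), with an exact permutation p of 0.178 (adjusted p = 0.356), and 0.0244 (not adjusted) without Tyrphostin 4. The difference rested on Tyrphostin 6, where the share was 0.0592%. Leaving that library out gave a difference of 0.00215 percentage points (exact permutation p = 0.591, not adjusted). The theca and stroma list (exact permutation p = 0.595) and the 20 most abundant genes (exact permutation p = 0.376) did not differ, with adjusted p of 0.595 and 0.474. The oocyte share differed by 0.000285 percentage points in batch 1 and 0.016 in batch 2. The theca and stroma share differed by -0.0128 in batch 1 and 0.0633 in batch 2, and that of the 20 most abundant genes by -0.994 and -0.3.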

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

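Every group of 5 or 6 libraries was searched for a library far from the others in 16 measures, which makes 48 groups, and 7 had one. Control libraries were grouped by batch, while the 6 Tyrphostin libraries of both batches were searched together. Chance gives about 2.4 if the libraries of a group differ at random. Batch differences within Tyrphostin are not allowed for in that number, so the flags in Tyrphostin may partly reflect batch. The measures were total counts, genes detected, 4 shares of counts and the CPM of the 10 genes named by rule. Omission of each library in turn was fixed before the data were examined. The omissions to report here, and the other tests, were chosen after the results were seen.

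Control 6 had 1820545 counts, against 3807300 to 4834875 in the other Control libraries of batch 1. Without it 1040 genes had an adjusted p under 0.05 between Tyrphostin and Control over all libraries, and 687 within batch 1. Its low depth was therefore not the source of the calls. No biological explanation was tested.

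Mitochondrially encoded genes held 0.175% of counts in Control 7 (95% Wilson interval 0.171 to 0.179), against 1.74% to 1.94% in the other Control libraries of batch 2. In Control 7 mt-Co1 lay 5.35 log2 units below the lowest of the 13 libraries with high mt-Co1. The other 6 mitochondrially encoded mRNAs tested lay below the same libraries too, by 0.68 (mt-Cytb) to 2.85 (mt-Nd2) log2 units. A general loss of mitochondrial RNA and a loss centred on mt-Co1 cannot be told apart from 1 library.

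The theca and stroma list held 0.373% of counts in Tyrphostin 5 (95% Wilson interval 0.366 to 0.38), against 0.0306% to 0.117% in the other Tyrphostin libraries. Tyrphostin 4 and 6, of the same batch as Tyrphostin 5, held 0.0911% and 0.117%. Col3a1 made 57.2% of the counts of the list in Tyrphostin 5. Without Col3a1 the share was 0.16%, against 0.0146% to 0.0643%, and by the same rule this library was still far from the others, so Col3a1 was not the whole source. More theca or stromal cells in this sample remain a candidate explanation, which the counts alone do not separate from higher expression per cell. All 9 members were also expressed in Control libraries.

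Spp1 reached 302 CPM in Tyrphostin 5, against 1.15 to 59.3 in the other Tyrphostin libraries, and without this library its log2 fold change was -4.96 in place of -3.84. Rasd1 reached 767 CPM in Tyrphostin 6, against 12.5 to 292, and without it the log2 fold change was 3.41 in place of 3.72. Adcyap1 reached 465 CPM in Control 4, against 76.1 to 202 in the other Control libraries of batch 1, and without it the value was -3.3 in place of -3.57. Nts reached 718 CPM in Control 9, against 76.6 to 248 in the other Control libraries of batch 2, and without it the value was -3.13 in place of -3.54. Each of these 4 genes kept an adjusted p under 0.05 without the library in question. On the log2 scale 0 of the 30 groups of these 10 genes had such a library, so the 4 gene values reflect the CPM scale as much as the libraries. No biological explanation was tested.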

How the results depend on the processing

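Over all alternatives run, the ovulatory response, ERK and preovulatory granulosa lists kept their direction and an adjusted p under 0.05: 20 of 20 alternatives each, and 17 of 17 fits that left out a library. Their medians ranged from -2.03 to -1.12, from -1.28 to -0.92 and from 1.14 to 1.89 over the alternatives. The values -2.03 and 1.89 came from the replicate block without the batch term, a fit in which treatment and batch are mixed. The set tests were not run in DESeq2. Where no cause is named for a value below, the cause was not tested.

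The count of genes between Tyrphostin and Control, 1018, was 619 without the batch term, 678 with log10 total count as a covariate, 450 with a minimum absolute log2 fold change of 1 and 478 at an adjusted p under 0.01; the last 2 follow from stricter thresholds. DESeq2 called 1313 genes, including all 1018. Leaving out a library gave 708 (without Tyrphostin 1) to 1314 (without Control 7) genes in 17 fits. The higher genes, 418 in all libraries, ran from 260 (without Tyrphostin 1) to 593 (without Control 7). The lower genes, 600 in all libraries, ran from 439 (without Tyrphostin 6) to 721 (without Control 7).

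The labels give Control 1 to 6 and Tyrphostin 1 to 6 the same numbers. Deviations from the group means correlated between libraries of the same number with r = 0.47, 0.31, 0.38, 0.01, -0.13 and -0.06, and numbers 4 to 6 cross batches. With means over these 12 libraries alone r was 0.29, 0.16, 0.18, 0.21, 0.14 and 0.12, where libraries of different numbers reached up to 0.15, and with means by group and batch it was 0.32, 0.08, 0.05, 0.1, 0.03 and 0.11. Pairing by number therefore stays open, and the numbers were not taken to pair the samples. On these 12 libraries, the replicate block gave 624 genes with the batch term and 1678 without it. The Control libraries among them are all of batch 1, while Tyrphostin 4 to 6 are of batch 2. Treatment and batch are therefore mixed in the fit without the batch term, and its values cannot be assigned to treatment. With the batch term the block turned Adamts1 (-0.4), Ptger4 (-0.53), Inha (0.03), Inhba (0.02) and Erbb2 (0.16). Without the batch term the block gave medians of 0.84 for sterol synthesis, -0.07 for aryl hydrocarbon receptor targets and 0.73 for oocyte genes, each now past the threshold, and turned theca and stroma (0.28) and Adamts1 (-0.44).

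The batch 1 count ranged from 394 to 687 in 9 fits that left out a library. The batch 2 count, 61, was the least stable: 303 with DESeq2, 239 with voom and sample weights, 222 with no filter, 94 with offsets for GC content and length (chosen after seeing the data), 216 in a fit of all libraries with 4 groups, and from 11 (without Tyrphostin 6) to 221 (without Control 7) in 8 fits. Interaction calls rose from 0 to 79 with no filter; 78 of those genes also passed the filter, with a median total of 2307 counts, so low counts in these genes were not the reason. Leaving out a library gave 0 in 17 fits. The control batch count, 937, was 1473 with DESeq2. In 11 fits that left out a library it ran from 637 (without Control 3) to 1025 (without Control 7). The genes higher in batch 2 ran from 321 (without Control 2) to 530 (without Control 7), and the lower ones from 314 (without Control 3) to 495 (without Control 7). Among Control libraries the sterol synthesis list passed the threshold with total counts (median 0.84, fry adjusted p = 0.0106, in place of 0.66 and 0.0684).

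The correlation of log2 fold changes between batches, 0.59, was 0.53 with voom and sample weights, 0.12 with no filter, 0.64 with at least 10 counts in every library and 0.53 at a mean of at least 1 CPM, and from 0.43 (without Tyrphostin 6) to 0.62 without a library. The first principal component held 39.9% with at least 10 counts in every library, and from 31.5 to 39.7% without a library.

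Sterol synthesis, 0.34, passed the threshold with upper-quartile scaling (0.37), total counts (0.5), no filter (0.39), at least 10 counts (0.33), a surrogate variable (0.38), the oocyte share as a covariate (0.39) and camera at its preset correlation (0.34), and ranged from 0.24 to 0.4 without a library. Aryl hydrocarbon receptor targets passed with total counts (0.15) and a surrogate variable (0.07), on 3 genes. Their median, -0.02, also turned with upper-quartile scaling (0.01), voom (0.02), voom with sample weights (0.11) and at least 10 counts (0.03). It turned as well with summed control sets (0.06) and the replicate block with the batch term (0.03). Without a library it ranged from -0.1 to 0.11. Oocyte genes turned to -0.16 with the oocyte share as a covariate, which is built from those genes, and ranged from -0.05 to 0.52 without a library. Theca and stroma, -0.03, turned with total counts (0.16), voom with sample weights (0.05), at least 10 counts (0.03), no batch term (0.29), log10 total count (0.06), a surrogate variable (0.14) and summed control sets (0.04), and ranged from -0.38 to 0.19 without a library.

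Differences in composition without a library ranged from -0.649 to -0.357 percentage points for mitochondrially encoded genes, 0.00215 to 0.0133 for the oocyte list and -0.0196 to 0.0508 for theca and stroma. Of single genes, Adamts1 turned with voom (-0.02), no batch term (-0.05), log10 total count (0) and library set as a random block (-0.02), and ranged from -0.08 to 0.18 without a library. Inha turned with total counts (0.09) and no filter (0), and Inhba with total counts (0.07). Without a library Inha ranged from -0.09 to 0.01 and Ptger4 from -0.05 to 0.24. Over the alternatives, those given here or in the report included, 21 values of 9 named genes fell short of the threshold. Of these, 8 were for Areg and 4 for Spp1, and the others for Rasd1, Pgr, Btc, Sult1e1, Star, Lhcgr and Ccnd2. A further 3 values newly passed it, for Egfr, Col6a1 and Col6a2. Without a library, Areg lost its call in 13 of 17 fits and Egfr newly passed in 2. Depth limits the genes near the filter: 3 counts are 1.65 CPM in Control 6.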

Other observations

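The regroupings for the counts of genes and for the list medians were written down before they were run. Omission of each library or of the most abundant genes was an alternative fixed before the data were examined. So were the covariate for total count and the summing of Control sets. Their use here as tests of explanations was chosen after the pattern or a related value had been seen. The same holds for all other tests, including the splits of the Control sets and of the correlations.

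The libraries were regrouped to see how often other groupings did as well. Among 100 of the 4704 splits that keep 3 treated libraries in each batch, 1, the real one, gave as many genes between Tyrphostin and Control; the next highest gave 131. The same held for 1 of 84 splits of batch 1 and 1 of 56 splits of batch 2. For the interaction, 52 of 100 splits gave as many genes at an unadjusted p under 0.05. A list median as far from 0 came up in 1 of 100 splits for ovulatory response, 1 for ERK and 1 for preovulatory granulosa, the real split in each case, but in 11 for sterol synthesis, 91 for aryl hydrocarbon receptor targets, 46 for oocyte and 96 for theca and stroma. Among Control libraries, 1 of 100 of the 462 splits gave as many genes as the batches; the next highest gave 329.

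Technical explanations for the genes called between Tyrphostin and Control were tested by how many of the 1018 were still called. There were 965 with offsets for GC content and transcript length, 650 with log10 total count as a covariate, 676 after summing Control libraries by set and 1000 without the 20 most abundant genes. None of these accounts for most of the calls. An effect of the inhibitor is the remaining hypothesis. Whether Control follicles received hCG and vehicle is not stated. If only Tyrphostin follicles had received hCG, the ovulatory response list should be higher in them. It was lower for 16 of the 18 members tested (median -1.41), which argues against a lack of hCG in Control follicles for this list. For the other calls, and for vehicle, such an effect cannot be excluded.

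Control libraries of batch 2 differed from those of batch 1 in the direction of the Tyrphostin effect for some genes. The ovulatory response list was lower (median -0.84, fry adjusted p = 0.00924) and the preovulatory granulosa list higher (0.64, 0.00399), while the ERK list did not differ (-0.05, 0.186; 0.14 and 0.979 with total counts). A median as far from 0 came up in 1 and 2 of 100 splits of the Control libraries for the first 2, 79 for ERK, 6 for sterol synthesis, 52 for aryl hydrocarbon receptor targets, 10 for oocyte and 4 for theca and stroma. Theca and stroma had the largest median (1.17), which failed the set test (fry adjusted p = 0.186) although few splits matched it. The oocyte median was 0.96 on 3 genes (fry adjusted p = 0.18). With offsets for GC content and length, the higher of the 2 adjusted p-values of the ovulatory and granulosa lists was 0.0117. To avoid shared libraries, the Control libraries of a batch were parted between the 2 differences. The mean Spearman rho across genes was then 0.2 for the treatment effect of batch 1, matched by 1 of 84 splits, and 0.28 for that of batch 2, matched by 3 of 56, which is over 0.05. Shared libraries are thus argued against for batch 1 and stay open for batch 2. A difference in the stage of the response to hCG is a candidate explanation for the ovulatory response (0.00924) and granulosa lists only. It holds only if Control follicles received hCG, which is not stated. Stage and batch cannot be told apart, as no library has a known stage.

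Batch 2 gave fewer calls than batch 1. Control 7 alone does not account for this: batch 2 without it gave 221, while the 15 choices of 4 Control libraries in batch 1 gave 339 to 625. A larger spread in batch 2 stays open. With a spread shared by all libraries the counts were 460 and 216, a difference of 244 with a jackknife SE of 139 over the libraries. Batch 1 gave more calls in 17 of 17 fits that left out a library, but the difference is within 2 SE of 0, and the interaction found 0 genes, with 342 at an unadjusted p under 0.05.

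The theca and stroma list had medians of -0.97 in batch 1 and 0.57 in batch 2. The interaction was higher for 8 of 9 members but failed correction (fry p = 0.0304, adjusted p = 0.213), and 5 of 100 splits gave a median as far from 0. Without Tyrphostin 5 the batch 2 median was -0.04, so the opposite directions rest on that library. The sterol synthesis list, lower for 13 of 13 members, also failed (fry p = 0.0901, adjusted p = 0.315; 13 of 100 splits). For the other lists the splits numbered 98 for ovulatory response, 68 for ERK, 69 for preovulatory granulosa, 67 for aryl hydrocarbon receptor targets and 30 for oocyte.

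The values of mt-Co1 were lower in 4 libraries than in the other 13, and spread widely among those 4. It was at 150 CPM in Control 7, 712 in Tyrphostin 6, 923 in Tyrphostin 2 and 1650 in Tyrphostin 4, and from 6120 to 19800 in the other 13 libraries. The tRNA genes mt-Ty and mt-Ts1, its neighbours in the RefSeq assembly GRCm38.p6, were also low in these 4 libraries. In the same order mt-Ty was at 1.05, 7.65, 17.9 and 11.9 CPM, against 27.9 to 357 elsewhere, which is a small gap. For mt-Ts1 the values were 0, 4.29, 4.97 and 40.5 CPM, against 236 to 982 elsewhere. The count of 0 in Control 7 allows up to 0.713 CPM, before TMM scaling. In Tyrphostin 2, 4 and 6, all 18 values of the 6 other mitochondrially encoded mRNAs tested were at or above the lowest of the other 13 libraries, which argues against a loss of all mitochondrial transcripts there. GC content and length are argued against as well, since the gap between the fourth and the fifth lowest library was 1.89 log2 units without offsets and 1.87 with them. An effect of Tyrphostin in some libraries stays open, because mt-Co1 did not differ between groups (edgeR adjusted p = 0.307) and too few libraries were treated. These genes were chosen after their values were seen.

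CT010467.1, a gene named after a clone and chosen after its values were seen, held 1.36 to 3.91% of counts in the Control libraries of set 1 and 0.245 to 0.59% in those of set 2, both in batch 1. Control 1, 2 and 3, which form set 1, held 3.91, 1.36 and 2.84%, and Tyrphostin 1, 2 and 3, also of batch 1, held 3.67, 0.709 and 1.32%, so the high share was not confined to set 1. The cause was not tested. The sets differed in 23 of 8751 genes (7 higher and 16 lower in set 2; CT010467.1 by -2.95 ± 0.42, SE, edgeR adjusted p = 0.0156). Of 10 splits of these 6 libraries, 1 gave as many genes, and 10 splits cannot give a share under 0.05. The difference between sets did not make the batch 1 calls, of which 566 of 620 had the same sign in batch 2, with other Control sets.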
